A study of Dinoroseobacter shibae DFL 12 = DSM 16493 with 6 samples. Its data were reported in "A dual-species co-cultivation system to study the interactions between Roseobacters and dinoflagellates" (2014).

How the data were processed

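Messenger RNA of the marine bacterium Dinoroseobacter shibae DFL 12 was measured by RNA sequencing in 6 libraries from co-cultures with the dinoflagellate alga Prorocentrum minimum. Per the labels, all samples were taken after 12 days of co-culture, 4 of them following 5 h of light and 2 following 5 h of darkness. The labels give the same RNA extraction, DNase treatment, depletion of eukaryotic and bacterial rRNA and library kit for every library. By their wording the labels fall into 3 groups of 2 libraries, which are called here the first light set, the second light set and the dark set. The labels of the second light set and of the dark set are worded alike, and those of the first light set differ from them. The study states that its dark samples were left unsequenced, which contradicts the labels of the dark set, and the dark set is described here from its labels alone. The first light set has the read totals that the study describes.

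For the first light set, the authors controlled single-end reads from an Illumina Genome Analyzer with fastq-mcf and aligned them with BWA to the D. shibae genome, a chromosome (RefSeq NC_009952) and 5 plasmids. How the reads of the second light set and of the dark set were aligned is not stated in the labels or in the methods. The deposited values are raw counts of reads per gene, given by the authors once as unique reads and once as all reads assigned to the gene, without normalization. In the second light set and the dark set, unique holds within a replicon only, since a read matching several replicons was counted on each. Of 529 pairs of genes of equal length on different replicons with at least 3 reads each over these 4 libraries, 54 had identical unique counts in all 4 libraries, against 6 of 1161 such pairs on a single replicon. On plasmid genes, unique reads were 64.8% and 70.9% of the assigned reads in the first light set and 95.3% to 98.8% in the other libraries. The plasmid counts of the first light set are therefore not comparable with those of the other libraries. In all, 251 protein-coding genes, 191 of them on plasmids, had more assigned than unique reads in at least 1 library and were taken as genes with shared reads. They held 1.80% and 1.46% of the protein-coding unique reads in the first light set and 4.18% to 5.83% in the other libraries. The authors also deposited RPKM values, that is, reads scaled by gene length and by a read total. The arithmetic of these RPKM values showed that this total was all reads counted in genes for the first light set, and the reads mapped to the gene's own replicon for the other 4 libraries. RPKM was therefore not used as a measure of expression, and served only to recover the number of reads mapped to each replicon. For 4243 of 4244 features the gene region was 4 bases longer in the first light set than in the other libraries, 2 on each side. Coordinates are given here as in the second light set and the dark set.

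The tables listed 4244 features on 6 replicons, of which 1261 carried a gene symbol and the others a locus tag. A separate series of locus tags held 50 features, 46 of them 74 to 118 bases long and 4 of them 1462, 2916 or 2917 bases long. No product names were given, so these 50 features were taken as rRNA and tRNA genes from their numbering and length and were left out before library sizes were computed. The other 4194 features were taken as protein-coding genes. The names phaP1 and phaP2 for Dshi_2232 and Dshi_2231 follow the study.

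Shares of expression were computed as the uniquely mapped reads of a gene or gene set in percent of the uniquely mapped reads of all protein-coding genes. The total behind each share was 40379 and 20100 reads in the first light set, 7193 and 3498 reads in the second light set, and 7131 and 5430 reads in the dark set. Shares of single libraries are given with Wilson 95% confidence intervals, and the smallest share that a library can show was set at 3 counts. Reads carried no molecular identifiers, so intervals and floors cover counting error only. Group values are means with the standard deviation (SD) of 2 libraries. Shares were compared between groups with two-sided exact permutation tests, and 2 against 2 libraries cannot give a p-value under 0.333. Libraries were rarefied to 3498 reads in 100 random draws. Replicates were compared by Pearson's correlation of log10 counts across genes with at least 1 read in both libraries, and genes are not independent replicates.

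Differential expression was tested with the two-sided quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after filterByExpr with its defaults (minimum count 10, minimum total 15) and TMM normalization. P-values were adjusted by the Benjamini-Hochberg method and the threshold was an adjusted p of 0.05. Light was compared with dark between the second light set and the dark set, and the first light set was compared with the second. The standard error (SE) of a log2 fold change was taken from the log2 CPM (library-scaled counts) of the replicates with a prior count of 2. Where a gene had 0 reads in both libraries of a group, the size of its fold change depends on the prior count that edgeR adds, and mainly its direction is informative. The SE of such a gene reflects mainly the spread in the other group. It does not measure how uncertain the size of the fold change is. The 35 genes whose symbols begin with puf, puh, puc, bch, crt or acsF were tested together with camera of limma 3.58.1 through edgeR, with its default correlation between genes. The alternatives were other filters, other normalizations, the Wald test of DESeq2 1.42.0, a replicate block, other samples in the fit, all assigned reads, rRNA and tRNA genes kept, phaP1 left out, genes with shared reads left out, a stricter threshold, an estimated correlation between genes, a smaller photosynthesis set and leaving out each replicate in turn. The set of 35 genes lacks pucA, which carries no symbol. For the smaller set, the 4 genes with a symbol that the study found lower on arrays were removed. Shares, summaries and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

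The groups, comparisons, tests, named genes and most alternatives were chosen before the data were examined. A crossed replicate block, the summed photosynthesis genes, library totals over all genes, the alternatives for the photosynthesis share and for single genes, phaP1 left out of the comparison of the light sets, all assigned reads in that comparison, genes with shared reads left out and the draws at equal depth were added after seeing the data. Genes were named by a rule. It took the PHA, DMSP and photosynthesis genes of the study's questions, the 10 most abundant genes of the first light set and the 5 most abundant of each other group. For each test it added up to 5 genes in each direction with the largest change among those past the threshold, with a mean of at least 20 counts and the same direction in all 4 pairs of libraries. Where fewer than 3 genes passed, the 3 with the smallest p were named. Outside this rule and after seeing the data, the remaining gene past the threshold in light against dark (rpoH2_2), the gene with the smallest p between the light sets (Dshi_1775) and 2 protease and chaperone genes (clpA and clpB) were named as well.

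The tests were tried on simulated counts with the depths of these libraries and a single dispersion common to all genes, estimated for each comparison. Each setting was drawn once, and differences in dispersion between genes were not simulated. With no gene changed, edgeR and DESeq2 called 0 genes in both comparisons. These single draws cannot show that the error rate is held in the real libraries. With 200 of all detected genes changed 8-fold, some in each group, edgeR recovered 32 of the 34 changed genes that passed the filter in light against dark with 0 false calls, and DESeq2 recovered 29. In the comparison of the light sets edgeR recovered 66 of 75 with 2 false calls. When all changes were placed in a single group among the 1000 most abundant genes, 22 of the 85 genes called by edgeR in light against dark were false, which is 25.9%, and 7 of 102 between the light sets. The error rate was therefore not held in this draw of light against dark, where many abundant genes changed in a single group.

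Microarray data and algal reads were not analysed here. GC content was not checked because no genome sequence was used here.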

Results

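RNA sequencing of D. shibae in co-culture with P. minimum gave 6 libraries in 3 groups of 2 replicates. The study calls the light replicates that it sequenced biological. For the second light set and the dark set the titles give only a replicate number. The first and the second light set were sampled following 5 h of light and the dark set following 5 h of darkness, all after 12 days of co-culture. The dark libraries are taken from their labels, since the study states that dark samples were not sequenced. Unique reads over all genes, which in the second light set and the dark set were unique within a replicon only, numbered 40488 and 20171 in replicates 1 and 2 of the first light set, 7241 and 3505 in the second light set, and 7153 and 5460 in the dark set. All reads assigned to genes numbered 420586 and 259621 in the first light set, 249536 and 141628 in the second, and 174201 and 141368 in the dark set. Most of these came from the rRNA and tRNA genes, which held 91.1% ± 1.37 (SD, n = 2) in the first light set, 97.3% ± 0.291 in the second and 96.0% ± 0.185 in the dark set. At least 1 unique read was found for 2735 and 2393 protein-coding genes in the first light set, 1807 and 1262 in the second, and 1765 and 1540 in the dark set. These counts followed depth. With every library rarefied to 3498 reads, the means per group were 1098 ± 12.9, 1248 ± 19.7 and 1200.4 ± 7.83 genes, where the last 2 groups count a read on each replicon that it matches.

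Replicates were compared across genes with at least 1 read in both libraries. Pearson's correlation of log10 counts was 0.795 over 2041 genes in the first light set, 0.664 over 866 genes in the second and 0.716 over 989 genes in the dark set. On log2 CPM (library-scaled counts) over all genes, the alternative that lowered these values most in the sets with fewer reads, the correlation was 0.427 in the second light set and 0.432 in the dark set. No library was a copy of another, since a chi-square test of the counts of each pair of libraries gave at least 2.14 times its degrees of freedom.

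Expression was concentrated in few genes in all groups. The 100 most abundant genes of each library held 47.9% ± 0.366 (SD, n = 2) of the protein-coding reads in the first light set, 45.9% ± 1.14 in the second and 48.8% ± 2.90 in the dark set. The 1000 most abundant genes held 89.1% ± 0.111, 90.6% ± 2.64 and 89.7% ± 0.554. After rarefaction, the alternative that moved the first of these most, the 100 most abundant genes of the first light set held 49.5%. For the 100 most abundant genes the libraries of the second light set (45.1% and 46.7%) and of the dark set (46.7% and 50.8%) overlapped narrowly (exact permutation test, p = 0.667). After rarefaction both dark libraries (47.8% and 51.4%) lay above both libraries of the second light set (46.1% and 46.7%), with the smallest p possible (exact permutation test, p = 0.333), so a difference in this share was neither shown nor excluded.

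The most abundant protein-coding transcript of all 6 libraries was that of the phasin gene phaP1 (Dshi_2232, chromosome 2354912 to 2355358, minus strand). Phasins are proteins on the surface of granules of polyhydroxyalkanoate (PHA), a carbon store. In the first light set phaP1 had 4108 and 2511 reads, which were 10.2% (95% confidence interval 9.88 to 10.5) and 12.5% (12.0 to 13.0) of the protein-coding reads. The second light set had 917 and 534 reads, or 12.7% (12.0 to 13.5) and 15.3% (14.1 to 16.5). The dark set had 1108 and 1092 reads, or 15.5% (14.7 to 16.4) and 20.1% (19.1 to 21.2). The group means were 11.3% ± 1.64 (SD, n = 2), 14.0% ± 1.78 and 17.8% ± 3.23. Within each group the intervals of the replicates did not overlap, so the replicates differed by more than counting error. Both dark libraries lay above both libraries of the second light set, and these above both libraries of the first, but the intervals of the closest libraries overlapped at each step. Neither step could pass a test of 2 against 2 libraries (exact permutation test, p = 0.333, the smallest possible).

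**Figure D1:**
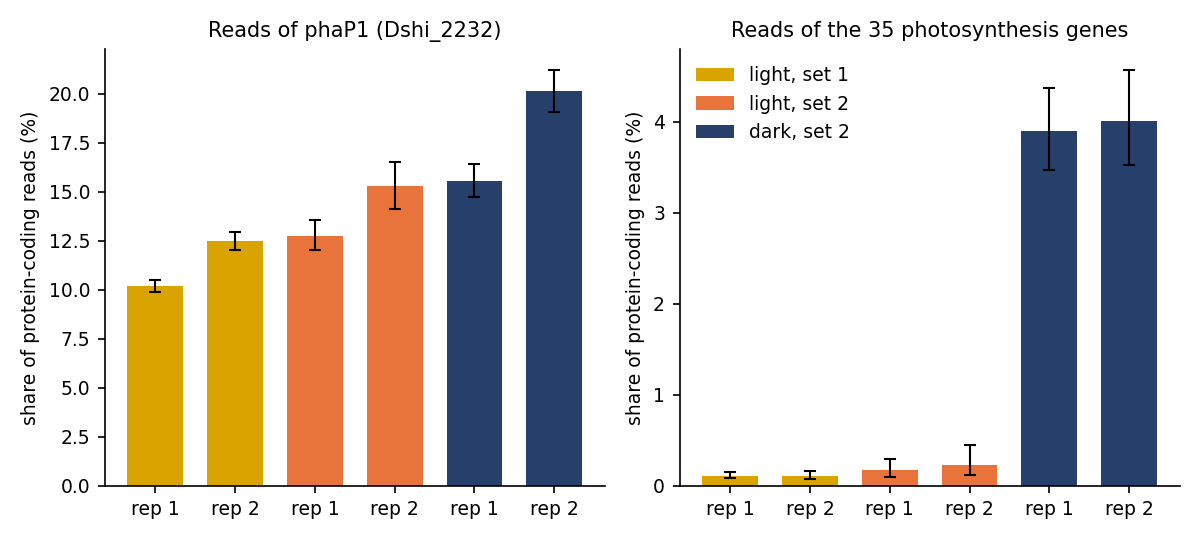
Share of the protein-coding reads (percent, vertical axes) taken by phaP1 (left) and by the 35 photosynthesis genes (right) in each of the 6 libraries, as bars with Wilson 95% confidence intervals and a colour for each group. The share of phaP1 ran from 10.2% to 20.1%, and that of the photosynthesis genes was 3.90% and 4.01% in the dark libraries and at most 0.229% in the light libraries.

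The 10 most abundant genes of the first light set were phaP1, Dshi_0043, Dshi_1205, rpsU (Dshi_0246), Dshi_1095, fixN (Dshi_0661), the second phasin gene phaP2 (Dshi_2231), aceE (Dshi_1968), Dshi_3556 and acpP (Dshi_2181). The study lists the 341 and 288 reads of rpsU in the first light set under Dshi_0247, and the deposited counts were followed here. Dshi_0043 (chromosome 43903 to 44862) held 3.45% ± 0.891 (SD, n = 2) of the reads in the first light set, 1.51% ± 0.598 in the second and 0.846% ± 0.106 in the dark set. Dshi_1205 (chromosome 1244215 to 1244763) held 2.97% ± 0.105, 0.423% ± 0.0316 and 0.329% ± 0.108. The other 7 genes after these held between 0.576% and 1.14% in the first light set. In the second light set phaP1 was followed by dnaK (Dshi_3571), Dshi_0043, aceE and fusA (Dshi_0273), and in the dark set by dnaK, fusA, aceE and Dshi_0043. The chaperone gene dnaK held 0.371% ± 0.0942 of the reads in the first light set, 2.72% ± 0.442 in the second and 2.68% ± 0.299 in the dark set.

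The study asked which genes of PHA metabolism were expressed. All 7 genes of the 2 PHA loci had reads in each group. Apart from phaP1, phaP2 (chromosome 2354276 to 2354704, minus strand) was the most abundant, with 0.777% ± 0.0691 (SD, n = 2) of the reads in the first light set, 0.492% ± 0.170 in the second and 0.566% ± 0.00705 in the dark set. The other 5 genes together, the synthase gene phbC (Dshi_2233), Dshi_2230, Dshi_2234, atoB (Dshi_3066) and fabG1 (Dshi_3067), had 241 and 165 reads in the first light set, 53 and 13 in the second, and 34 and 25 in the dark set. None of these 5 passed the abundance filter in light against dark, so a difference between light and dark was not testable for them at this depth.

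A further question of the study was which pathway for dimethylsulfoniopropionate (DMSP), an osmolyte released by algae, was expressed. The 10 DMSP genes examined had 274 and 94 reads in the first light set, 30 and 11 in the second, and 33 and 19 in the dark set, between 0.314% and 0.679% of the protein-coding reads. Most fell on mmsA (Dshi_1747, chromosome 1812332 to 1813831), with 0.306% ± 0.0815 (SD, n = 2), 0.154% ± 0.0568 and 0.244% ± 0.0321 in the 3 groups, and on Dshi_0839 (chromosome 849631 to 851409), with 0.180% ± 0.0714, 0.148% ± 0.00706 and 0.0859% ± 0.0173. The transporter gene betT (Dshi_0579) had 1 read in each library of the first light set, 0 reads in the second light set and 0 and 1 reads in the dark set. The smallest shares these last 4 libraries could show were 0.0417%, 0.0858%, 0.0421% and 0.0552%, so a change of betT between light and dark was not detectable. In light against dark only mmsA passed the abundance filter, with a log2 fold change of -0.76 ± 0.36 (SE, n = 2 per group) and an adjusted p of 0.662 in edgeR's quasi-likelihood test.

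Light was compared with dark to find the genes whose expression followed the light period. After the filter 100 genes were tested, and 8 differed at an adjusted p under 0.05 in edgeR's quasi-likelihood test. All 8 were lower in the light, and 0 were higher. A single gene, Dshi_0043, passed as higher in the light under 2 alternatives, with library size only (9 genes passing) and with at least 10 counts in every sample. At an unadjusted p under 0.05 there were 14 genes, 5 higher and 9 lower in the light. Without the abundance filter, the alternative that moved this count most upwards, 18 of 2955 genes passed, and with at least 10 counts in every sample 2 of 24 passed. Of the 8 genes, 7 were photosynthesis genes. The remaining gene was rpoH2_2 (Dshi_2978, chromosome 3145214 to 3146095), with 0 reads in both light libraries, 14 and 13 in the dark libraries and 12 and 6 in the first light set (log2 fold change -6.75 ± 0.08, SE, n = 2 per group, adjusted p = 0.00131). With 0 reads in both light libraries, the SE of rpoH2_2 reflects mainly the dark libraries and not the uncertainty of the fold change. The gene did not pass with a replicate block in edgeR's quasi-likelihood test (adjusted p = 0.236). None of the 8 was among the genes with shared reads. Each of the 8 was lower in the light in 4 of 4 pairs of libraries. The labels give no date or sequencing batch, so the comparison could not be repeated within batches.

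The photosynthesis genes encode the light-harvesting complexes, the reaction centre and the enzymes of bacteriochlorophyll and carotenoid synthesis, and all but 2 of the 35 lie in a cluster on the chromosome between 3681743 and 3727878. Together they had 45 and 22 reads in the first light set, 12 and 8 in the second, and 278 and 218 in the dark set. These were 0.111% (95% confidence interval 0.0833 to 0.149) and 0.109% (0.0723 to 0.166) of the protein-coding reads in the first light set, and 0.167% (0.0955 to 0.291) and 0.229% (0.116 to 0.451) in the second. In the dark set they were 3.90% (3.47 to 4.37) and 4.01% (3.52 to 4.57). The mean share was 0.198% ± 0.0438 (SD, n = 2) in the second light set and 3.96% ± 0.0822 in the dark set, a ratio of 20.01, far above the spread between replicates. The exact permutation test gave p = 0.333, the smallest possible. No reads in either library were found for 11 of the 35 genes in the first light set, 24 in the second and 3 in the dark set. Of the 35 genes, 7 passed the abundance filter, with a median log2 fold change of -6.83. This median is the value of pufA, which had 0 reads in both light libraries, so its size depends on the prior count. Without the abundance filter the median over 33 genes was -4.09. As a set the 7 genes were lower in the light than other genes, with an adjusted p of 5.86e-15 in the camera gene set test of edgeR and limma. It equals the unadjusted value because a single set was tested. With the correlation between genes estimated from the data, the alternative that weakened this most, the adjusted p was 0.0224.

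**Figure D2:**
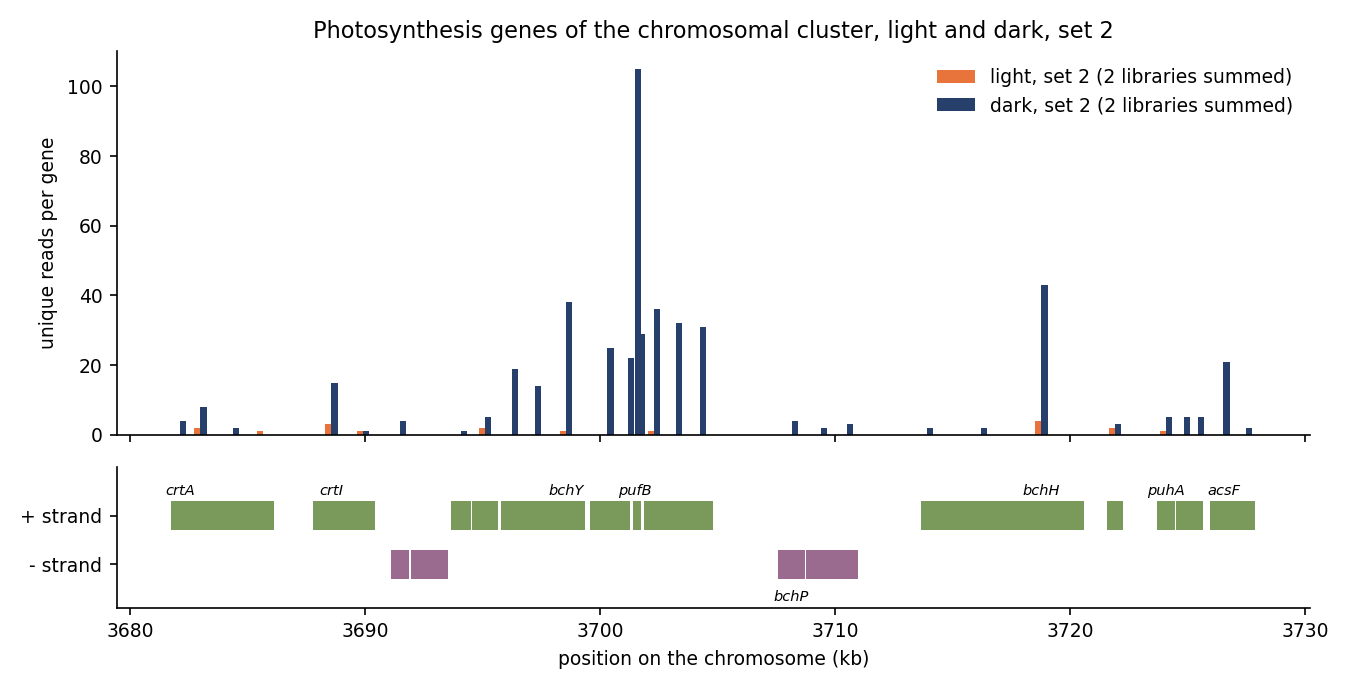
Unique reads per gene (vertical axis, upper panel; 2 libraries of a group summed) along the chromosomal photosynthesis cluster (horizontal axis, kilobases), with the genes by strand in the lower panel. The tallest bar is pufB, with 105 reads in the dark set and 0 in the second light set, and the largest count of the second light set is 4, at bchH.

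Each of the 7 tested photosynthesis genes passed the threshold, with log2 fold changes from -8.67 to -3.36 and adjusted p-values of at most 7.05e-04 in edgeR's quasi-likelihood test. The gene with the smallest p was pufB (Dshi_3521, chromosome 3701410 to 3701559), a light-harvesting gene, with 0 reads in both light libraries and 66 and 39 in the dark libraries (log2 fold change -8.67 ± 0.23, SE, n = 2 per group, adjusted p = 2.40e-15). It was followed by bchY (Dshi_3518, chromosome 3697755 to 3699359), with 0 and 1 reads in the light and 18 and 20 in the dark (-4.86 ± 0.46, adjusted p = 3.65e-04). The reaction centre gene pufM (Dshi_3524, chromosome 3702726 to 3703718) had 0 reads in both light libraries and 15 and 17 in the dark libraries (-7.00 ± 0.21, adjusted p = 3.65e-04). The other 4 genes were bchH, pufA, pufC and pufL. The genes with the smallest p among those higher in the light did not pass the threshold. They were Dshi_0043 (0.71 ± 0.42, adjusted p = 0.124, but 0.0434 with library size only and 0.0172 with at least 10 counts in every sample), Dshi_3592 (2.63 ± 0.28, adjusted p = 0.247) and acnB (Dshi_2060, 1.40 ± 0.78, adjusted p = 0.247), and acnB was higher in only 3 of 4 pairs of libraries.

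For phaP1, the log2 fold change of light over dark was -0.52 ± 0.18 (SE, n = 2 per group), lower in the light in 4 of 4 pairs of libraries, with an unadjusted p of 0.0238 and an adjusted p of 0.238 in edgeR's quasi-likelihood test. The gene thus did not pass the threshold. It did under some other settings, with an adjusted p of 4.48e-18 without the abundance filter (log2 fold change -0.67). For phaP2 the log2 fold change was -0.32 ± 0.34 with an adjusted p of 0.792.

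The replicate numbers in the labels were also used to pair libraries. The pairing rests on the labels alone. Across the 100 tested genes, the difference between replicates 1 and 2 in the light correlated with that in the dark by only 0.0335. No replicate effect shared across these genes as a whole was thus seen. With a replicate block 6 genes passed in light against dark, against 8 without it, and all were lower in the light. The 6 were phaP1 and 5 of the 8 genes, all 5 of them photosynthesis genes. The photosynthesis genes pufA and pufC (adjusted p = 0.132 and 0.0656) and rpoH2_2 did not pass with the block. For phaP1 the block left the log2 fold change at -0.51 and gave an adjusted p of 8.08e-24. With the crossed replicate block 1 gene passed in light against dark. There phaP1 had a log2 fold change of -0.52 and an adjusted p of 0.639 in edgeR's quasi-likelihood test, so its call depended on the pairing. Between the light sets the replicate differences correlated by 0.481 across 285 genes, and 46 genes passed with the block against 38 without it. There the block changed the call for phaP1, which had a log2 fold change of -0.38 and an adjusted p of 0.489 without it and of -0.40 and 0.0129 with it. The share of phaP1 was higher in replicate 2 than in replicate 1 in each group.

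Both light sets carry the same stated condition, so their comparison measures the difference between sets of libraries against which the light and dark difference can be read. Whether the sets were made from the same RNA is not stated, so this difference may be technical, biological or both. Of 285 genes tested, 38 differed at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 20 higher in the first set and 18 higher in the second. Without the abundance filter, the alternative that moved this count most, 0 of 3466 genes passed, with 272 at an unadjusted p under 0.05. Of the 38 genes, 4 had shared reads, and with all such genes left out 32 of 279 passed. The smallest p was that of Dshi_1775 (chromosome 1841055 to 1843865), with 1 and 0 reads in the first set against 37 and 31 in the second (log2 fold change -8.30 ± 0.40, SE, n = 2 per group, adjusted p = 8.91e-07) and 48 and 52 in the dark set. The largest changes among abundant genes towards the first set were those of Dshi_1102 (chromosome 1129452 to 1129649, 82 and 54 reads against 0 and 0, log2 fold change 8.39 ± 0.24, SE, n = 2 per group, adjusted p = 0.00209) and Dshi_1335 (chromosome 1388539 to 1389207, 4.45 ± 0.62, adjusted p = 0.00574). They were followed by Dshi_3069 (3.83 ± 0.61), ctaD (Dshi_2383, 2.85 ± 0.41) and rpmA (Dshi_1461, 2.76 ± 0.48), with adjusted p-values of 0.00649, 0.00786 and 0.0163. Towards the second set they were those of dnaK (chromosome 3760594 to 3762513, -2.95 ± 0.34, adjusted p = 1.22e-04), rplE (Dshi_0297, -1.99 ± 0.17, adjusted p = 0.00995) and ahcY (Dshi_3426, -1.55 ± 0.40, adjusted p = 0.0319). These 3 were the only genes higher in the second set with a mean of at least 20 counts, which its low depth makes hard to reach. The 15 others, Dshi_1775 among them, had log2 fold changes from -8.30 to -1.88. Of the 20 genes higher in the first set, 3 lay below that mean. Among the most abundant genes, Dshi_1205, rpsU, fixN and Dshi_3556 were also higher in the first set, with log2 fold changes of 2.72, 2.16, 1.81 and 2.25. For phaP1 the log2 fold change was -0.38 ± 0.23 with an adjusted p of 0.489. It passed the threshold with the replicate block (adjusted p = 0.0129), and its sign changed under 2 other abundance filters. For 35 of the 38 genes the dark set lay on the side of the second light set.

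**Figure D3:**
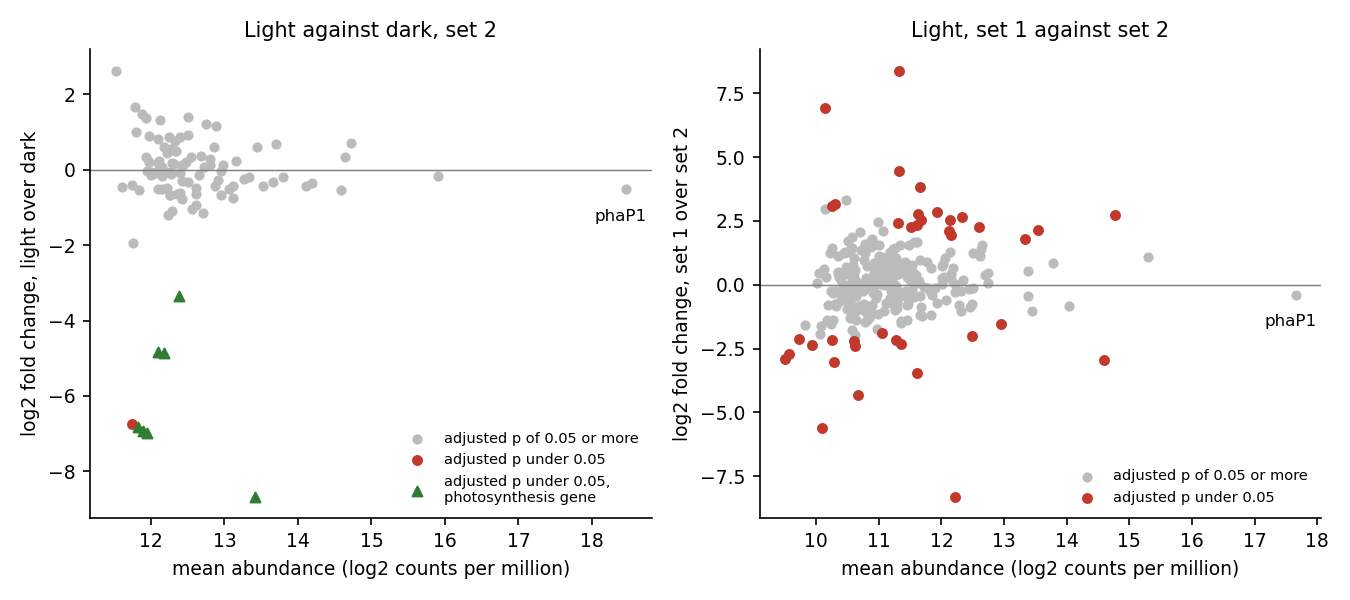
Log2 fold change (vertical axes) against mean abundance on the log2 scale of edgeR (log2 CPM, horizontal axes), with a point for each of the 100 genes tested in light against dark (left) and of the 285 genes tested between the light sets (right). Coloured points have an adjusted p under 0.05, 8 on the left, all below 0 and 7 of them photosynthesis genes (triangles), and 38 on the right, 20 above and 18 below 0.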

Values the study reported

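The study reported 40,488 and 20,171 uniquely mapped reads for the replicates sampled in the light. It assigned 4108 reads (10.1%) and 2511 reads (12.4%) to phaP1. The Pearson correlation between these replicates was given as 0.80, and around 90% of the reads fell on 1000 genes. The share of rRNA reads left after depletion was 90% and 93.8%. On microarrays, with an adjusted p-value below 0.01 and an absolute log2 fold change above 1, the study found 9 genes higher and 5 genes lower in the light, and all of the lower ones were photosynthesis genes.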

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

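All tests in this part were chosen after the result was seen.

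The totals behind the RPKM values of the second light set and of the dark set include reads mapped outside genes, which no comparison used. These totals count a read on each replicon that it matches. Of the 982, 453, 862 and 602 reads mapped to plasmids in replicates 1 and 2 of the second light set and of the dark set, 37.9% (Wilson 95% confidence interval 34.9 to 41.0), 30.5% (26.4 to 34.9), 41.0% (37.7 to 44.3) and 30.4% (26.9 to 34.2) lay outside genes. Up to the last gene, 12.3% of the plasmid length lies outside genes. Genomic DNA, if it were the only source of plasmid reads, would give about this share, and the lowest share measured, 30.4%, lies above it. Reads counted on several plasmids could have raised these shares. On the plasmid that had no shared reads on its genes in the first light set, 31.1%, 17.9%, 14.3% and 10.9% of the 61, 28, 56 and 64 mapped reads lay outside genes, against 6.97% of its length. The Wilson 95% confidence intervals were 20.9 to 43.6, 7.88 to 35.6, 7.42 to 25.7 and 5.40 to 20.9. In 3 of the 4 libraries they lay above the share of length, which goes against an even cover of DNA as the only source of these reads if each was counted once, and in replicate 2 of the dark set the interval included it. Whether reads outside genes match several plasmids was not testable, since the first light set has no such reads, so this plasmid does not rule out that they were counted more than once. Spacers of the rRNA operons may add reads on the chromosome, where at least 45.4% of the reads not on rRNA or tRNA genes lay outside genes. The plasmids carry none of these genes, so spacers leave the plasmid reads unexplained. On the plasmids the pattern cannot be told apart from reads counted on several plasmids, with or without DNA among them, and on the chromosome it cannot be told apart from spacers. No biological explanation was tested, and for the first light set the totals hold no reads outside genes.

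Reads on the longest rRNA-like features were divided unequally between the copies Dshi_6016 and Dshi_6009 in 3 of the 6 libraries, a signal that no comparison used. The reads on the first copy over those on the second gave a ratio of 2.00 and 2.01 in the first light set and 7.97 in replicate 1 of the second light set. In the other 3 libraries the ratio was 1.00, 0.997 and 1.00, and for the copies of the features of 1462 bases it lay between 0.990 and 1.03 in all 6 libraries. A sequence difference between the copies would place many reads uniquely, but at most 7 reads mapped uniquely to the favoured copy. How reads matching both copies were placed may differ between alignment runs. The ratio of 7.97 beside 1.00 in the same set leaves this open, and the pattern cannot be told apart from it. These features were left out of all comparisons, and no biological explanation was tested.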

How the results depend on the processing

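The count of genes differing between light and dark was 8 and stayed between 6 and 10 under 12 alternatives, among them library size only, where 9 passed and 1 of these, Dshi_0043, was higher in the light. Keeping rRNA and tRNA genes, 1 of these alternatives, left the fit unchanged because none of those genes passed the filter, so it was no check. The count was 18 without a filter on low counts and 2 with at least 10 counts in every sample, 1 of them, again Dshi_0043, higher in the light. Of the alternatives chosen after seeing the data, it was 1 with the photosynthesis genes summed, where their sum was the feature that passed, and 1 with a crossed replicate block. The count for the light sets was 38 and stayed between 32 and 46 under 6 alternatives, with 32 when genes with shared reads were left out. It was 0 without a filter (272 at an unadjusted p under 0.05), 11 with at least 10 counts in every sample, 20 with the DESeq2 Wald test and 4 with the crossed block. The cause was not tested. Counts have no value with a replicate left out, since 1 library then remains in a group.

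The log2 fold change of phaP1 in light over dark was negative in every fit. It passed the threshold without a filter (-0.67), with at least 10 counts in every sample (-0.37) and with the replicate block (-0.51), and the cause was not tested. Across the 4 fits that each left out a replicate it ran from -0.65 to -0.31. Between the light sets the log2 fold change of phaP1 reversed from -0.38 to 0.41 without a filter and to 0.18 with at least 10 counts in every sample, and it passed the threshold with the replicate block (-0.40, adjusted p = 0.0129). The cause was not tested. The photosynthesis genes kept their direction and passed under all 6 alternatives of the camera test. Their median log2 fold change was -4.09 over 33 genes without a filter, against -6.83 over 7 genes with it. It ran from -6.89 to -5.04 when a replicate was left out.

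The share of the 100 most abundant genes in the first light set rose to 49.5% after rarefaction. The photosynthesis share of the first light set was 0.107% of all assigned reads and 0.125% without phaP1 in the total, and that of the dark set was 4.82% without phaP1. The phaP1 shares moved by less than the spread between replicates. The replicate correlation of the first light set was 0.678 on log2 CPM (library-scaled counts), 0.737 as Spearman's rho and 0.678 after rarefaction. In the second light set it was 0.900 with at least 10 counts in both replicates, 0.427 on log2 CPM and 0.550 as Spearman's rho. In the dark set it was 0.888, 0.432 and 0.601 in the same order, and 0.681 after rarefaction. The cause was not tested.

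Of 110 alternative fits of 8 other genes named in light against dark, 103 kept direction and side of the threshold, 5 were weaker (3 of them rpoH2_2) and 2 stronger (both Dshi_0043). Of 152 fits of 16 genes in the light sets, phaP1 included, 120 did so, 28 were weaker, 2 were stronger and 2 reversed. With a replicate left out, 63 of 92 values moved by less than the spread between replicates and 29 by more, and 0 changed sign. Among the 110 fits, those with rRNA and tRNA genes kept equal the main fit and add no check.

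Depth limited the single genes. With all libraries at 3498 reads, the median over 20 draws was 1 gene in light against dark (from 0 to 6), with 5 at an unadjusted p under 0.05, and genes of low abundance, among them most photosynthesis and DMSP genes, could not be tested.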

Other observations

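In this part the tests of gene length and of the added bases of the gene regions were planned before their result was seen. So were those of the most abundant plasmid gene and of genomic DNA (except on a single plasmid). The tests of phaP1 and of shared reads in the comparison of the light sets were added after the data had been seen. All other tests were chosen after the result was seen.

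The photosynthesis genes were lower in the light than in the dark, with a ratio of dark to light shares of 20.01. Library depth was tested by drawing all libraries down to 3498 reads, and the summed reads of the genes passed the threshold in 20 of 20 draws. The ratio was 20.4 without the 100 most abundant other genes and 20.9 without phaP1, values fixed in advance by the shares of these genes. A few genes taking most of the counts in the light would need a far larger share there than in the dark. The 100 most abundant genes held 45.9% ± 1.14 (SD, n = 2) in the second light set and 48.8% ± 2.90 in the dark set. For phaP1 the shares were 14.0% ± 1.78 and 17.8% ± 3.23. These shares argue against this cause. Gene length was tested with 10000 lists of genes matched on length, of which 0% had as low a light share over dark share (log2 -4.33, lowest list -2.75). Reads shared between gene copies did not account for the ratio, which was 18.7 with all assigned reads. A mislabelled sample would bring a light and a dark library close together, but the lowest dark share was 17.0 times the highest of the 4 light shares. Reads from the alga would fall mainly on genes with plant counterparts, whereas 51.4% of the dark reads of the set (255 of 496) fell on the 6 puf genes of the bacterial reaction centre and antenna, which make up 9.51% of its length. A library batch between light and dark would be expected to change many genes outside the set, and 1 of 93 such genes passed, rpoH2_2. This argues against a batch that changed many genes strongly. The low shares of the first light set (0.111% and 0.109%) argue against a batch limited to the second light set. A batch limited to the dark set and to these genes was not testable, since the labels give no batch. As a hypothesis, light may lower the transcripts of these genes in co-culture.

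The genes differing between the light sets were examined in the same way. Library depth alone did not account for them, since a median of 9 genes (from 0 to 16 in 20 draws, with 18 at an unadjusted p under 0.05) passed at 3498 reads per library. The longer gene regions of the first set can give a log2 change of at most 0.0339, against 1.55 for the smallest change that passed. Gene length was weakly related to the log2 fold change across the 285 genes (Spearman's rho -0.147, permutation test, p = 0.013), so a length bias may contribute. Without phaP1, 34 genes passed. Reads matching several replicons were counted on each in the second set, but without genes that have shared reads 32 genes still passed, so they account for only part of the count. Preparation or processing shared by the second set would place the dark libraries on the side of the second light set, and they lay there for 35 of the 38 genes. A protein folding and turnover response in the second set was a candidate explanation, after dnaK (adjusted p = 1.22e-04), clpB (log2 fold change -2.33, adjusted p = 0.0105) and clpA (-1.48, adjusted p = 0.0839) had been seen to be higher there. Since these 3 genes raised the question they were left out of the set, which therefore holds genes with smaller changes. Of 11 other listed chaperone and protease genes 4 were tested, and all 4 were higher in the second set. As a set these 4 did not pass the threshold, with an adjusted p of 0.125 in the camera test of edgeR and limma, where this was the only set tested, and a response limited to the other 3 genes stays open. The differences cannot be told apart from preparation or processing of the second set, and from a length bias for part of them.

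Plasmid genes held 3.61% and 3.24% of the protein-coding reads in the first light set, 8.31% and 8.75% in the second and 6.80% and 7.62% in the dark set. The second light set exceeded the first by a ratio of 2.49, and each of the 5 plasmids was higher in both of its libraries (exact permutation test on the summed share, p = 0.333, the smallest possible). A single dominant gene did not account for this, since the ratio was 2.53 without the most abundant plasmid gene of each library, and leaving out several genes was not tried. Reads matching several replicons were counted on each in the second set and in the dark set but not in the first light set. The ratio was 1.74 with all assigned reads and 1.39 without genes that have shared reads, so this counting contributed to the summed share. It does not account for the plasmid that had no shared reads on its genes in the first light set, whose share rose from 0.233% and 0.264% to 0.584% and 0.658%, a ratio of 2.50, with no overlap between the Wilson 95% confidence intervals of the sets. On the other 4 plasmids the ratio without genes that have shared reads lay between 1.14 and 1.46. Genomic DNA was bounded by the 1107 genes without unique reads in the first light set. If DNA covers plasmids and chromosome evenly, the largest DNA share they allow would give a mean plasmid share of 6.89% in the second light set. The value for each library lies below its measured interval, so DNA with an even cover does not alone account for the ratio of 2.49. More copies of the plasmids than of the chromosome would raise this and the following predictions, and this was not tested. Without genes that have shared reads, DNA could give 4.51%, and the measured values were 4.30% (Wilson 95% confidence interval 3.84 to 4.81) and 4.43% (3.78 to 5.19). On the plasmid without shared reads on its genes DNA could give 0.534%, within both measured intervals (0.432 to 0.788 and 0.439 to 0.985). On that plasmid the reads outside genes exceeded an even cover of DNA in both libraries of the second light set, which goes against DNA as the only source of its reads unless reads outside genes were counted more than once. The counting of shared reads thus explains part of the pattern, and whether genomic DNA makes up any of the remainder cannot be told from the counts. The study reports a PCR on total RNA that verified the removal of genomic DNA, but it does not describe the second light set. No biological explanation was tested.

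In light against dark, 0 genes passed as higher in the light and 8 as lower, with 5 and 9 at an unadjusted p under 0.05. With library size only, or with at least 10 counts in every sample, 1 gene passed as higher in the light. The 0 genes were fewer and the 8 genes more than the array values quoted from the study above. With an adjusted p under 0.01 and an absolute log2 fold change over 1, the thresholds of the arrays, the counts here were also 0 and 8. Only the 100 genes past the abundance filter were tested here. The gene betT, which the study found most raised in the light, was not among them. The 2 sets of numbers are therefore not a like-for-like comparison.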
